# Aged Gut Microbiota Contributes to Systemical Inflammaging after Transfer to Germ-Free Mice

**DOI:** 10.3389/fimmu.2017.01385

**Published:** 2017-11-02

**Authors:** Floris Fransen, Adriaan A. van Beek, Theo Borghuis, Sahar El Aidy, Floor Hugenholtz, Christa van der Gaast – de Jongh, Huub F. J. Savelkoul, Marien I. De Jonge, Mark V. Boekschoten, Hauke Smidt, Marijke M. Faas, Paul de Vos

**Keywords:** gut microbiome, immune system, inflammaging, germ-free mice, aging

## Abstract

Advanced age is associated with chronic low-grade inflammation, which is usually referred to as inflammaging. Elderly are also known to have an altered gut microbiota composition. However, whether inflammaging is a cause or consequence of an altered gut microbiota composition is not clear. In this study, gut microbiota from young or old conventional mice was transferred to young germ-free (GF) mice. Four weeks after gut microbiota transfer immune cell populations in spleen, Peyer’s patches, and mesenteric lymph nodes from conventionalized GF mice were analyzed by flow cytometry. In addition, whole-genome gene expression in the ileum was analyzed by microarray. Gut microbiota composition of donor and recipient mice was analyzed with 16S rDNA sequencing. Here, we show by transferring aged microbiota to young GF mice that certain bacterial species within the aged microbiota promote inflammaging. This effect was associated with lower levels of *Akkermansia* and higher levels of TM7 bacteria and *Proteobacteria* in the aged microbiota after transfer. The aged microbiota promoted inflammation in the small intestine in the GF mice and enhanced leakage of inflammatory bacterial components into the circulation was observed. Moreover, the aged microbiota promoted increased T cell activation in the systemic compartment. In conclusion, these data indicate that the gut microbiota from old mice contributes to inflammaging after transfer to young GF mice.

## Introduction

The gut microbiota is a highly complex and diverse community of bacteria that closely interacts with the epithelium and underlying immune cells in the gut (1). The bacterial divisions that dominate the human gut microbiota are *Firmicutes, Bacteroidetes, Actinobacteria*, and *Proteobacteria* (2). The dominance of these bacterial divisions is evolutionary conserved and has been confirmed in different mammalian species (3, 4). In recent years, it has become clear that the gut microbiota has a major impact on the immune system, metabolism, and even behavior of the host (5). Moreover, an imbalance in gut microbiota composition (dysbiosis) has been associated with several immunological, metabolic, and mental disorders (6). However, for the majority of these diseases it remains unclear whether dysbiosis is a cause or consequence of the disease.

In adults, the gut microbial community remains relatively stable (7). However, a number of studies have shown that gut microbiota composition is different in the elderly. For example, it has been demonstrated that *Firmicutes* was dominant in the gut microbiota of young individuals, whereas *Bacteroidetes* was more prevalent in the gut microbiota in the elderly (8, 9). Others found a decrease in anaerobes such as *Bifidobacteria*, but an increase in *Enterobacteria*, such as Escherichia *coli* in the elderly (10, 11). In people above 100 years old, an increase in pathobionts was observed (12). Also bacteria with anti-inflammatory properties such as *Faecalibacterium prauznitzii* were decreased in older individuals (13).

Concomitantly with microbiota changes, immunity becomes impaired in elderly (14). Elderly are known to be more susceptible to infections and mount less effective immune responses after vaccination. Moreover, homeostasis between pro-inflammatory and regulatory responses is lost, which results in a state of low-grade chronic systemic inflammation (14). The age-related chronic inflammation, which is called inflammaging, likely contributes to the pathology of several diseases typically associated with aging such as dementia, stroke, and cardiovascular diseases. In addition, advanced age has been reported to increase intestinal permeability in rodents and non-human primates and may subsequently enhance translocation of luminal bacterial products and induce inflammation (15, 16).

Whether age-induced microbiota changes are associated with inflammaging is not entirely clear, but there are some indications that intestinal microbes are involved in this process (17). To address the influence of the aged gut microbiota on the immune system, we transferred the gut microbiota from young or old conventional mice to germ-free (GF) mice. We demonstrate that the aged microbiota induced higher frequencies of several T helper (Th) cell subsets, in particular in the spleen. Moreover, expression of several inflammatory markers was elevated in the ileum after transferring microbiota of aged mice. Presumably translocation of bacterial components occurred, since the serum after transfer of aged microbiota contained higher levels of immunostimulatory bacterial components. Finally, gut microbiota composition analysis revealed differences in abundance of bacterial species such as *Akkermansia*, TM7, and *Proteobacteria*, which are potentially involved in the increased inflammatory potential of the microbiota of aged mice.

## Materials and Methods

### Study Design

All animal experiments were approved by the local ethical committee of the University of Groningen (project number 6543) and adhered to FELASA guidelines. The objective of this study was to determine whether the gut microbiota from aged mice contributes to the aging of the immune system. To this end, gut microbiota from young or old conventional mice was transferred to young GF mice. Effects on the immune system were compared between young or old conventional mice, GF recipients of young or old microbiota, and GF mice that remained GF throughout the experiment. Each experimental group consisted of 10 mice per group, except the control group of GF mice, which consisted of 5 mice per group. After an acclimatization period of at least 4 weeks, feces were freshly collected from the conventional mice. Feces from the same group was pooled and mixed in PBS. Next, 200 µl of 100 mg/ml of this mixture were given by oral gavage to GF mice of 12–14 weeks old. After transfer, recipient mice were individually housed in IVC cages for another 4 weeks. Mice were sacrificed on 10 different days, each day one mouse per group.

### Mice

Young (7–10 weeks) or old (17 months) C57BL/6JRccHsd conventional female mice were purchased from a commercial supplier (Envigo, Horst, the Netherlands). Female GF mice of 12–14 weeks were obtained from a breeding colony at the animal facility of Radboud University Nijmegen Medical Centre (Nijmegen, the Netherlands). All animals were put on an autoclaved Rat/mouse maintenance V153X R/M-H diet (Ssniff, Soest, Germany) directly after weaning in the case of GF mice, or directly after arrival in the case of conventional mice. The mice were kept on this diet throughout the experiment. Conventional mice were housed in IVC cages and GF mice were housed in GF isolators.

### Organ and Tissue Collection

Mice were sacrificed at the following ages: young conventional mice 16–19 weeks, old conventional mice 19–20 months, GF recipient mice 16–18 weeks, GF mice 13–15 weeks. Mice were anesthetized with isoflurane, bled, and sacrificed by cervical dislocation. Serum was collected and stored at −80°C. Colon content and a piece of terminal ileum were snap frozen in liquid nitrogen and stored at −80°C. In addition, spleen, Peyer’s patches (PPs), and mesenteric lymph nodes (MLNs) were collected for FACS analysis.

### Flow Cytometry

Single cell suspensions were obtained from spleen, PPs, and MLNs. Cells were stained with Fixable Viability Dye eFluor 506 (eBioscience, Vienna, Austria) for exclusion of dead cells. A-specific binding to Fc receptors was blocked by incubating the cells with anti-CD16/32 (clone 93, Biolegend, Uithoorn, the Netherlands) for 15 min on ice. For extracellular staining, cells were incubated with the desired mixture of antibodies for 30 min on ice. After washing, cells were fixed with FACS lysing solution (BD Biosciences, Breda, the Netherlands). For intracellular staining, fixed cells were permeabilized with PERM (eBioscience, Vienna, Austria) and subsequently stained with the desired antibodies for 30 min on ice. For identification of the different Th cell subsets, cells were stained with antibodies against: CD3e (clone 17A2), CD4 (clone GK1.5), T-bet (clone 4B10), RORγt (clone B2D), Gata-3 (clone TWAJ), CD25 (clone PC61), and Foxp3 (clone FJK-16S). Appropriate isotype controls were used to determine specificity of the staining. Samples were acquired with the FACSVerse (BD Biosciences, Breda) and analyzed with FlowJo software (FlowJo, LLC, Oregon, USA).

### Transcriptome Microarray

A piece of terminal ileum from each mouse was snap frozen in liquid nitrogen and stored afterward at −80°C. From these samples, RNA was isolated with the RNeasy kit (Qiagen, Valencia, CA, USA) and whole-genome gene expression was analyzed with Affymetrix GeneChip Mouse Gene 1.1 ST arrays as described previously (18). The gene expression datasets were deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number: GSE104063.

### HEK293 toll-like receptor (TLR)2/TLR4 Assay

Human Embryonic Kidney 293 cells stably transfected with mouse TLR2/CD14 or TLR4/MD-2/CD14 and the secreted embryonic alkaline phosphatase reporter coupled to the NF-kB/AP-1 promoter were purchased from Invivogen (San Diego, CA, USA). Every cell line was grown at 37°C, 5% CO_2_ in DMEM medium (Lonza B.V., Basel, Switzerland), supplemented with 4.5 g/l glucose, 10% heat-inactivated FBS, 2 mM l-glutamine, 50 U/ml penicillin, 50 mg/ml streptomycin, and 100 mg/ml Normocin. After two passages, the cells were cultured in the presence of HEK-Blue selection medium (Invivogen, San Diego, CA, USA) in order to maintain the transfected constructs. Cells were stimulated with 2.5% mouse serum for 20 h at 37°C, 5% CO_2_. As a control, cells were stimulated in triplo with medium only (negative control), 100 ng/ml lipopolysaccharide (LPS)-EK (InvivoGen; positive control for TLR4), or 10^7^ bacteria/well of heat-killed Listeria monocytogenes (InvivoGen; positive control for TLR2). Next, 20 µl medium from each well was aliquoted and mixed with 180 µl QUANTI-Blue reagent (Invivogen, San Diego, CA, USA). After incubation at 37°C for 2 h, OD at 650 nm was measured with a microplate absorbance spectrophotometer (Bio-Rad Laboratories, Veenendaal, the Netherlands).

### Microbiota Analysis

Fresh feces samples obtained just after defecation were collected from all mice at different time points during the experiment. In addition, colonic content samples from these mice were collected at the end of the experiment. All samples were snap frozen in liquid nitrogen and stored at −80°C. These samples were used for 16S rRNA gene analysis for microbiota profiling with barcoded amplicons from the V1–V2 region of 16S rRNA genes as described previously (18). Briefly, amplicon pools were 250 bp paired-end sequenced using Illumina Miseq (GATC-Biotech, Konstanz, Germany). The Illumina Miseq data analysis was carried out with a workflow employing the Quantitative Insights Into Microbial Ecology pipeline (19) and a set of in-house scripts as described before for Illumina Hiseq 16S rRNA gene sequences (Hermes et al., manuscript in preparation).

### Statistics

Flow cytometry data and HEK293 TLR assay data are expressed as means, error bars represent SEM. To verify whether data were normally distributed, the Kolmogorov–Smirnov test was performed. In cases where data were not normally distributed, data were log transformed before analysis. For comparing two groups, the unpaired two-tailed Student’s *t* test was used. For comparing more than two groups with each other, one way ANOVA was performed followed by the Bonferroni test to compare specific groups. *P*-values below 0.05 were considered significant. All tests were performed with Graphpad software (Prism, La Jolla, CA, USA).

## Results

### Microbiota of Old Mice Enhances CD4^+^ T Cell Differentiation in the Spleen

In order to investigate how aging influences the interplay between the gut microbiota and the immune system of the host, we transferred gut microbiota from young (11–14 weeks) or old (18 months) conventional mice to young GF mice (12–14 weeks). Four weeks later, the mice were sacrificed and the frequency of the different CD4^+^ Th subsets were identified in the PPs, MLNs, and the spleen by flow cytometry (see Figure S1 in Supplementary Material for gating strategy). Conventional mice, aged 11–14 weeks, or 18 months served as control.

In conventional mice, a higher frequency of Th2 cells was found in the spleen of old mice compared with young mice (Figure 1A). This enhanced Th2 frequency could be induced by transfer of the old microbiota to young GF mice and was not observed when young microbiota was transferred. Also the high T_reg_ (Figure 1B) and Th1 (Figure 1C) numbers in spleens of old conventional mice could be induced by transfer of old microbiota. GF mice, which received the old microbiota had a higher frequency of splenic T_regs_ (Figure 1B) and Th1 cells (Figure 1C) than GF mice which received the young microbiota. No differences were observed in Th17 cells (data not shown). Furthermore, in the PPs and MLNs no differences were observed in Th frequencies (data not shown), except for Th1 cells in PPs, which were significantly higher in GF mice after transfer of the old microbiota (Figure 1D) when compared with GF mice after transfer of microbiota of young mice. In conclusion, the old microbiota enhanced CD4^+^ T cell differentiation or distribution of several Th subsets, in particular in the systemic compartment.

**Figure 1:**
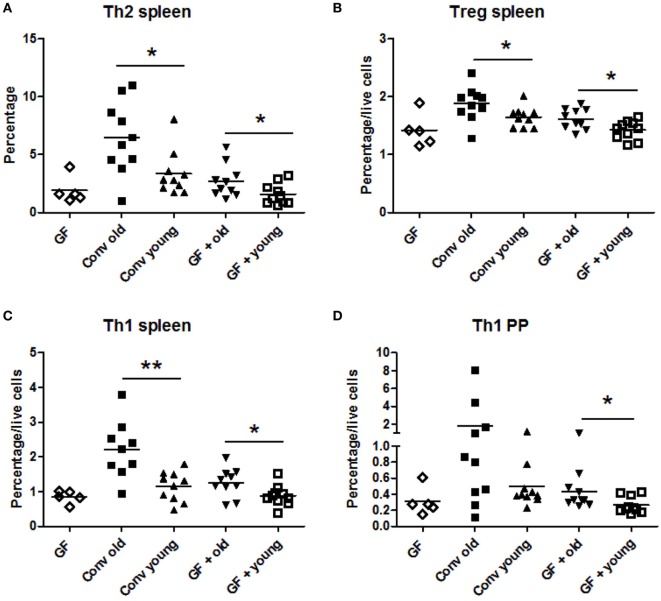
Old microbiota induces higher frequencies of T helper (Th) subsets in the spleen. Spleen, mesenteric lymph node, and Peyer’s patch (PP) CD4^+^ T cell populations were analyzed with flow cytometry after isolation from young or old conventional (conv) mice (*n* = 10), germ-free (GF) recipient mice of young or old microbiota (*n* = 10), and GF control mice (*n* = 5). **(A)** Percentage of splenic CD4^+^ T cells expressing GATA-3 (Th2). **(B)** Percentage among total live cells of splenic CD4^+^ T cells expressing CD25 and Foxp3 (T_reg_). **(C)** Percentage among total live cells of splenic CD4^+^ T cells expressing T-bet (Th1). **(D)** Percentage among total live PP cells of CD4^+^ T cells expressing T-bet (Th1). All data are expressed as means. *P < 0.05, **P < 0.01.

### Microbiota of Old Mice Upregulates Inflammation-Associated Immune Pathways in the Ileum

To study the effect of the microbiota on the host in an unbiased manner, we performed genome-wide gene expression analysis of the ileum with microarray. 

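RNA from the terminal ileum of 48 mice was measured with 1 Affymetrix Mouse Gene 1.1 ST array per mouse. Old conventional females (19 to 20 months at sacrifice), young conventional females (16 to 19 weeks), GF recipients of old microbiota and GF recipients of young microbiota (both 16 to 18 weeks, 4 weeks after transfer) had 5 arrays each, and GF controls (13 to 15 weeks) had 4. A further 5 groups were measured that the results on the ileum do not report: conventional males, GF male recipients of male microbiota, GF male recipients of young microbiota and GF female recipients of male microbiota, with 5 arrays each, and GF male controls, with 4. The feces of a donor group were pooled before gavage, so the mice of a recipient group shared 1 inoculum, and donors were not replicated. The values are log2 signals that the authors summarised and normalized with RMA, and they were used as given. Of 35556 probe sets, 21218 have 1 gene symbol, 1881 have several and 12457 have none. For each gene the probe set with the highest mean signal was taken, which left 18820 genes. A mean per group was fitted for each gene to all arrays with limma, which gave 42.3 degrees of freedom after moderation of the variances and a median standard error of 0.10 for a log2 fold change between 5 and 5 mice. P-values were two-sided and were adjusted over all genes by the method of Benjamini and Hochberg. The number of mice limits the precision. In data simulated for the conventional comparison, 23% of genes that differed by 1.2-fold had an adjusted p under 0.05. Of those that differed by 2-fold, 97.2% did. In each simulation 50 genes were changed by each of 1.2-, 1.5-, 2- and 4-fold. The share that passes the adjustment depends on how many genes change, so it can be lower where few do. Genes were also counted at the thresholds of the paper's pathway analysis, an unadjusted p under 0.05 with a fold change over 1.2. The 95th percentile of the signal of 990 olfactory receptor genes, 3.71 on the log2 scale, served as the level of genes with little or no expression. A fixed set of 40 gene lists was tested with limma's camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation. The replicate 5 arrays of recipients of old and of young microbiota had a narrower spread of signal than the other 46 arrays, with an interquartile range of 3.57 and 3.51 against at least 3.68.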

Genes that were significantly higher expressed in the ileum of old conventional mice compared with young conventional mice were analyzed with the STRING database (20). We identified a large cluster of genes involved in the immune response that were upregulated in the ileum of old conventional mice (Figure 2A). 

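In old conventional mice 4 genes rose and 2 fell against young conventional mice at an adjusted p under 0.05 from limma. Cxcl13, the chemokine that draws B cells into lymphoid follicles, had a log2 signal of 8.99 ± 0.28 (SD, n = 5) in old and 7.83 ± 0.41 (SD, n = 5) in young mice, a log2 fold change of 1.16 (standard error 0.23, adjusted p = 0.0222 from limma). Parp3, which acts in DNA repair, rose by 0.55 on the log2 scale (standard error 0.11), the transcription factor Onecut2 by 0.76 (standard error 0.14) and the RNA gene A330023F24Rik by 0.69 (standard error 0.13). Rps4l, which encodes a ribosomal protein, fell by 2.11 (standard error 0.15), and the zinc finger gene Zfp37 fell by 1.10 (standard error 0.13). Genes of cytotoxic lymphocytes and NK cells were higher as a group, with a mean log2 fold change of 0.23 over 18 measured members (adjusted p = 1.98e-06 from camera, and adjusted p = 0.387 with an estimated correlation). No member passed over all genes in limma, 5 did when adjusted over the list alone and 5 had an unadjusted p under 0.05, among them the NK cell receptors Ncr1 (log2 fold change 0.75), Klrb1b (0.65) and Klrk1 (0.52). Interferon-stimulated genes were also higher as a group, by a mean of 0.18 over 37 members (adjusted p = 4.70e-06 from camera, and adjusted p = 0.395 with an estimated correlation), 27 of them above 0, and by 0.12 without replicate 2 of the old mice. Herc6 (0.50) passed when adjusted over the list alone, 0 members passed over all genes in limma and 6 were higher at an unadjusted p under 0.05, among them Ubd (1.32) and Zbp1 (0.54). Of the genes drawn in Fig. 2A, 46 were tested, of which 44 were higher and 2 lower in old mice, and 40 passed the thresholds of that figure. The study chose these genes on the same mice, so their direction is not independent evidence. Some are also members of the lists tested with age, such as Ncr1, Klrk1, Herc6, Ubd, Tap1, Psmb9, Tlr1 and Cxcl13. The p-values of those lists are therefore not independent of that choice either. At those thresholds (unadjusted p under 0.05, fold change over 1.3), 102 of all genes were higher and 78 lower in old mice. Markers of the proximal intestine had a mean log2 fold change of 0.30 in the ileum pieces of old mice (adjusted p = 0.0270 from camera, adjusted p = 0.641 with an estimated correlation and exact permutation p = 0.476), and genes of bile acid uptake in the distal ileum a mean of −0.28 (adjusted p = 0.0270, adjusted p = 0.529 with an estimated correlation and exact permutation p = 0.119). Without replicate 3 of the old mice these means were 0.011 (adjusted p = 0.962 from camera) and −0.17 (adjusted p = 0.404). The proximal markers also did not pass without replicate 2, 4 or 5 of the young mice (adjusted p = 0.0571, 0.0839 and 0.0579), nor the bile acid genes without replicate 1, 2 or 3 of the young mice (adjusted p = 0.0887, 0.0579 and 0.149). Of the 6 genes, A330023F24Rik, Rps4l and Zfp37 kept an adjusted p under 0.05 when 5 of the 6 female groups were fitted (without the female recipients of male microbiota), Rps4l and Zfp37 when only the arrays of these groups were fitted and Rps4l with the methods' t-test, while Cxcl13, Onecut2 and Parp3 lost it in each of these, and Parp3 also with the follicle level as a covariate. The count became 10 with array weights, 12 with the first component of the residuals as a covariate and 16 when all probe sets were tested, and 2 without replicate 2 or 5 of the old or replicate 1 or 5 of the young mice.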

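Genes of antigen processing and presentation by MHC class I were higher as a group in old than in young conventional mice, with 18 of 20 measured members above 0 and a mean log2 fold change of 0.19 (adjusted p = 5.78e-08 from camera, and adjusted p = 0.387 with an estimated correlation). H2-M2, a class I molecule, and Psmb9, a subunit of the immunoproteasome, had log2 fold changes of 0.49 and 0.45 and passed when adjusted over the list alone. No member passed over all genes in limma, and 7 were higher at an unadjusted p under 0.05, among them the peptide transporter Tap1, at 9.17 ± 0.28 (SD, n = 5) in old and 8.69 ± 0.43 (SD, n = 5) in young mice. Genes of MHC class II had a mean of 0.10 over 11 members and did not pass in camera (adjusted p = 0.106). Exact permutation tests of the mean per mouse ranked these lists the other way, with p = 0.0238 for class II and 0.0635 for class I. Complement genes had a mean of 0.08 over 24 members and did not pass in camera either (adjusted p = 0.189), with Mbl2, a lectin that starts the complement cascade, at 0.69 and the complement receptor Cr2 at 0.66. Pattern recognition receptors and their adaptors were higher as a group, with a mean of 0.11 and 30 of 47 members above 0 (adjusted p = 0.00538, and adjusted p = 0.387 with an estimated correlation). Aim2, a sensor of cytosolic DNA, had a log2 fold change of 0.58 (standard error 0.12, adjusted p = 0.0756 from limma) and was the 1 member that passed when adjusted over the list alone. Beside it, Tlr7 (0.40), Tlr1 (0.38) and Cd209f (0.83) were among 6 members that were higher at an unadjusted p under 0.05, and 2 were lower. Genes of follicular B cells and follicular dendritic cells were higher as a group, with a mean of 0.29 and 17 of 20 members above 0 (adjusted p = 3.62e-05 from camera, and adjusted p = 0.479 with an estimated correlation). Of these, 1 passed over all genes and 1 when adjusted over the list alone, in both cases the chemokine gene Cxcl13. Its receptor gene Cxcr5, which guides B cells into follicles, had a log2 fold change of 0.57 and the B-cell gene Ms4a1 one of 0.94. Cd209f, Cr2 and Cxcr5 had mean signals of 3.53, 3.64 and 3.39 over all arrays, below the level of 3.71 that marks genes with little or no expression. Averaged per mouse, the follicle genes stood at 0.24 ± 0.17 (SD, n = 5) in old and −0.04 ± 0.12 (SD, n = 5) in young mice, relative to the mean of all arrays (exact permutation test, two-sided, p = 0.0397). That p rose above 0.05 in 6 of the 10 cases in which 1 mouse was left out. With the follicle level as a covariate, the mean of the MHC class I genes was 0.15 and that of the class II genes turned to −0.029.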

The function of these genes included antigen processing and presentation, activation of the complement pathway, recognition of microbe-associated molecular patterns, and migration of B cells. 

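Tnf, which encodes TNF-α, had a log2 signal of 5.80 ± 0.31 (SD, n = 5) in old and 5.25 ± 0.29 (SD, n = 5) in young conventional mice, and 4 of the 5 old mice lay above the highest young mouse. The log2 fold change was 0.55 (standard error 0.18), which passed the thresholds of the pathway analysis but not the adjustment over all genes (adjusted p = 0.582 from limma). An exact permutation test of the single gene gave p = 0.0159 (two-sided). Targets of TNF-α and NF-κB, listed without Tnf itself, were higher as a group by a mean of 0.08, with 23 of 30 measured members above 0 (adjusted p = 0.00658 from camera, adjusted p = 0.395 with an estimated correlation and exact permutation p = 0.262). They no longer passed without replicate 2 of the old (mean 0.042) or replicate 1 (0.048) or 5 (0.057) of the young mice. In limma 0 members passed over all genes, 0 passed when adjusted over the list alone, and 1, the NF-κB regulator Nfkbiz (log2 fold change 0.24), was higher at an unadjusted p under 0.05. Ligands of the TNF superfamily, listed with the receptor of TNFSF8, had a mean of 0.07 over 17 members and did not pass as a group (adjusted p = 0.0943 from camera). At an unadjusted p under 0.05, 2 members were higher and 1 was lower. The higher members were Tnf and Tnfsf8, which passed in limma when adjusted over the list alone (adjusted p = 0.0313 and 0.00437). The lower one was Cd70, a ligand that costimulates T cells, at −0.30. Tnfsf8 and Cd70 had mean signals of 3.62 and 3.30, below the level of 3.71 that marks genes with little or no expression.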

TNF-α was in the center of this network, which might suggest that TNF-α plays an important role in these processes.

**Figure 2:**
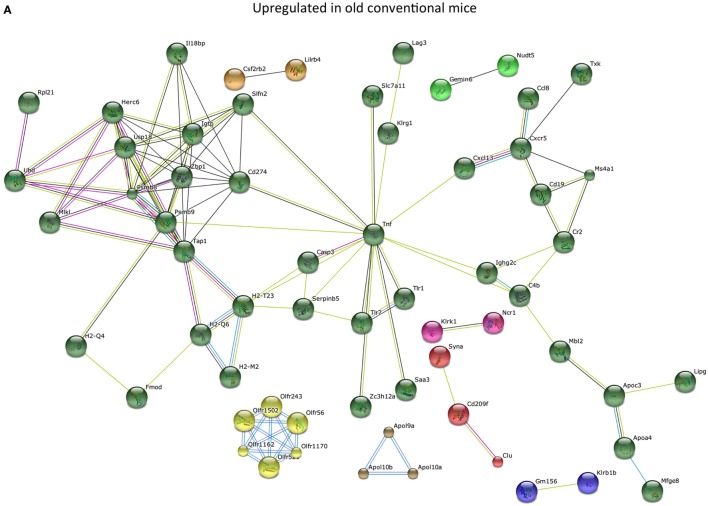

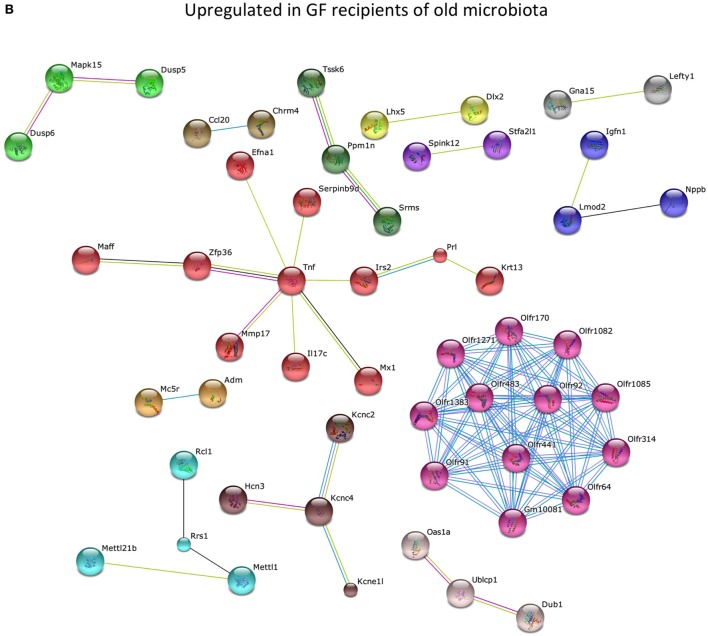
Old microbiota upregulates several immune pathways in the ileum. Whole-genome gene expression in the ileum of mice (*n* = 5 per group) was assessed with Affymetrix GeneChip Mouse Gene 1.1 ST arrays. The most highly upregulated genes were analyzed with the STRING database. Only genes with at least one interaction are shown. The following interactions are indicated: from curated databases (blue), experimentally determined (pink), textmining (yellow), co-expression (black), and protein homology (purple). **(A)** Genes that were upregulated (*P* < 0.05, fold-change >1.3) in the ileum of old conventional mice compared with young conventional mice. **(B)** Genes that were upregulated (*P* < 0.05, fold-change >1.2) in the ileum of germ-free (GF) mice that received old microbiota compared with GF mice that received the young microbiota.

Also genes that were significantly higher expressed in GF mice that received the old microbiota compared with recipients of young microbiota were analyzed with the STRING database. Also here we identified a cluster of genes with TNF-α in the center of the network (Figure 2B). These results might suggest that TNF-α production is specifically enhanced by the old microbiota.

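Between recipients of old and of young microbiota no gene passed the adjustment over all genes: the lowest adjusted p from limma was 0.844, the methods' t-test also gave 0 genes, and 819 genes had an unadjusted p under 0.05, where chance alone gives 941. Of the genes drawn in Fig. 2B, 49 were tested, of which 48 were higher in recipients of old microbiota and 32 passed an unadjusted p under 0.05 with a fold change over 1.2. These genes were chosen by the study on the same mice, so their direction is not independent evidence. Ccl20, a chemokine that attracts dendritic cells and lymphocytes to the gut epithelium, had a log2 fold change of 0.68 (standard error 0.22). Dusp6 (0.48, standard error 0.21) and Dusp5 (0.39), phosphatases that act on ERK, the hormone gene Adm (0.59) and Zfp36 (0.28), whose product speeds the decay of Tnf mRNA, were also higher without passing the adjustment. Among the drawn genes 11 are olfactory receptor genes, such as Olfr91 (0.40), and 19 had a mean signal below 3.71. In old against young conventional mice, 19 of the 49 genes were higher. Over all genes, 3 lists passed and all 3 were lower in recipients of old microbiota. Mast cell genes had a mean log2 fold change of −0.75 over 9 members (adjusted p = 9.98e-05 from camera, and adjusted p = 0.916 with an estimated correlation), with the mast cell protease gene Mcpt1 at 4.40 ± 0.38 (SD, n = 5) in recipients of old and 6.42 ± 2.14 (SD, n = 5) in recipients of young microbiota. This list had an exact permutation p of 0.111, and without replicate 2 of young microbiota its mean was −0.38 and no longer passed (adjusted p = 0.120 from camera). Genes of MHC class II had a mean of −0.20 over 11 members (adjusted p = 0.000697, and adjusted p = 0.916 with an estimated correlation) and those of MHC class I a mean of −0.11 over 20 members (adjusted p = 0.00514, and adjusted p = 0.916 with an estimated correlation), with their activator Nlrc5 at −0.52. Without replicate 3 of old microbiota these means were −0.077 (adjusted p = 0.387) and −0.022 (adjusted p = 0.853), and that of MHC class I also missed the threshold without replicate 3 (−0.10) or 5 (−0.098) of young microbiota. The number of lists that passed was 2 to 14 when 1 mouse was left out. It was 5 without both replicate 5 arrays, an alternative chosen after seeing the data. With median centring of the arrays it was 9, and with the first component of the residuals as a covariate 5. Centring also moved the share of higher genes past the thresholds of the pathway analysis from 43.3% to 70.3%. It moves all genes of an array by the same amount, here with a median shift of 0.027 in the log2 fold change. Cyclic loess, another scaling of the arrays, gave a share of 46.25%. The share of higher genes in the recipients thus depended on centring and changed little with cyclic loess.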

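In the recipients Tnf had a log2 signal of 5.92 ± 0.26 (SD, n = 5) with old and 5.47 ± 0.39 (SD, n = 5) with young microbiota, and 2 of the 5 recipients of old microbiota lay above the highest recipient of young microbiota. The log2 fold change was 0.45 (standard error 0.18). An exact permutation test gave p = 0.0635 (two-sided). Targets of TNF-α and NF-κB, listed without Tnf, differed by a mean of 0.044 between these recipients and did not pass as a group (exact permutation test, p = 0.563). At an unadjusted p under 0.05, 2 of these targets were higher and 2 lower with old microbiota. GF controls had a lower Tnf signal, 4.51 ± 0.40 (SD, n = 4). Tnf rose by 0.96 with young microbiota (exact permutation test, p = 0.00794, adjusted p = 0.0278 over 28 comparisons of single genes) and by 1.41 with old microbiota (exact permutation test, p = 0.00794, adjusted p = 0.0278). Male GF recipients of young microbiota stood at 6.00 ± 0.22 (SD, n = 5) and male GF controls at 4.71 ± 0.20 (SD, n = 4), a difference of 1.29 with the same exact p. Female recipients of male microbiota stood at 5.63 ± 0.37 (SD, n = 5), 0.29 below recipients of old microbiota (exact permutation test, p = 0.190, adjusted p = 0.333). The change between old and young microbiota fell short of the thresholds of the pathway analysis with array weights (log2 fold change 0.33), with the methods' t-test (0.45), without replicate 5 of old microbiota (0.38), without replicate 2 of young microbiota (0.36) and without the replicate 5 arrays of both groups (0.33), the last an alternative chosen after seeing the data.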

### Identification of Immune Pathways Specifically Affected by Old and Young Microbiota

Microarray data were further analyzed with Ingenuity Pathway Analysis (IPA), only focusing on genes that were significantly differentially expressed (*P* < 0.05, fold-change >1.2 or <−1.2) when comparing old versus young conventional mice, or GF recipient mice that received young versus old microbiota. Interestingly, we observed three canonical pathways that were significantly affected both in the conventional mice and in the GF recipient mice (Figure 3A). 

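The lists of pattern recognition receptors, T helper cell differentiation and B-cell development stand in for the pathway gene sets of the paper's software, which were not used here. Genes of T helper cell differentiation were higher as a group in old than in young conventional mice, with 28 of 44 measured members above 0 and a mean log2 fold change of 0.10 (adjusted p = 0.00163 from camera, and adjusted p = 0.395 with an estimated correlation). No member passed in limma over all genes or when adjusted over the list alone, while 5 were higher and 1 lower at an unadjusted p under 0.05, with Il23r, a receptor subunit of Th17 cells, at 0.47. Genes of B-cell development had a mean of 0.11 over 28 members in conventional mice and did not pass (adjusted p = 0.0669), with the signalling kinase Syk at −0.27, the B-cell gene Ms4a1 at 0.94 and the heavy chain gene Ighm at −0.62. In recipients of old against young microbiota, none of these lists passed. Pattern recognition receptors had a mean of −0.03, with 20 of 47 members above 0 (adjusted p = 0.544). The mean was −0.05 for T helper cell differentiation, with 14 of 44 above 0, and −0.08 for B-cell development, with 9 of 28 above 0 (adjusted p = 0.155 for each). At an unadjusted p under 0.05, 0 members were higher and 0 lower for pattern recognition and for B-cell development. For T helper cell differentiation 1 was higher and 3 were lower. Among single members, Ly96, the coreceptor of TLR4, had a log2 fold change of 0.21 and the antiviral gene Oas1a one of 0.30, while Tlr8 stood at −0.34, the cytokine receptor gene Il18r1 at −0.41 and the B-cell transcription factor gene Ebf1 at −0.29. The age effect and the effect of old microbiota differed from each other by −0.14 for pattern recognition (adjusted p = 0.0102, and adjusted p = 0.419 with an estimated correlation), by −0.15 for T helper cell differentiation (adjusted p = 0.000275, and adjusted p = 0.419 with an estimated correlation) and by −0.19 for B-cell development (adjusted p = 0.0102, and adjusted p = 0.748 with an estimated correlation). In the recipients, the means of the first pair of lists turned to 0.013 and 0.0073 without the replicate 5 array of old microbiota. With the follicle level as a covariate, the mean of B-cell development in conventional mice turned to −0.046.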

The canonical pathways “role of PRRs in recognition of bacteria and viruses,” “Th cell differentiation,” and “B-cell development” were upregulated in old conventional mice compared with young conventional mice and also in GF recipients of old microbiota compared with recipients of young microbiota. Therefore, these pathways might be in particular influenced by the microbiota during aging.

**Figure 3:**
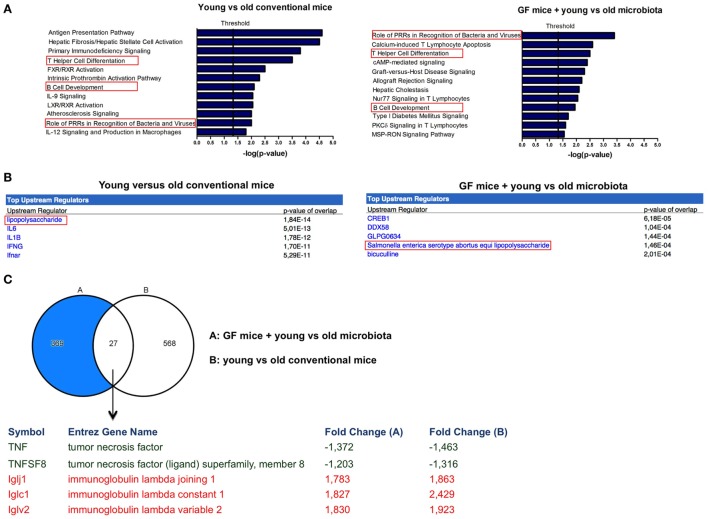
Markers of inflammation are upregulated in the presence of old microbiota. Whole-genome gene expression in the ileum of mice (*n* = 5 per group) was assessed with Affymetrix GeneChip Mouse Gene 1.1 ST arrays. Genes that were significantly differentially expressed (*P* < 0.05 and fold-change >1.2) between young and old conventional mice, or germ-free (GF) recipients of young or old microbiota were analyzed with Ingenuity Pathway Analysis. **(A)** Canonical pathways that were most significantly affected by age or after transfer of aged microbiota. **(B)** Most significantly predicted upstream regulators by comparing young and old conventional mice, or GF recipients of young or old microbiota. **(C)** Venn diagram of differentially expressed genes between young and old conventional mice, and GF recipients of young or old microbiota.

Also predicted upstream regulators were identified with IPA. Upstream regulators are the upstream transcriptional regulators that potentially explain the observed gene expression differences in the dataset. The most significantly predicted upstream regulator that could cause the gene expression profile in old conventional mice in comparison with young conventional mice was LPS (Figure 3B). 

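Genes known to be induced by LPS in macrophages and epithelium were higher as a group in old than in young conventional mice, with 24 of 35 measured members above 0 and a mean log2 fold change of 0.13 (adjusted p = 0.000153 from camera, and adjusted p = 0.387 with an estimated correlation). The mean was 0.072 without replicate 2 of the old and 0.077 without replicate 1 of the young mice, and passed in both cases. In limma 0 members passed over all genes or when adjusted over the list alone, and 6 were higher at an unadjusted p under 0.05. Among these 6 were the acute phase gene Saa3 (0.69), Zc3h12a (0.40), whose product degrades cytokine mRNAs, and Il12b (0.26), a subunit of IL-12 and IL-23. The list was fixed from background knowledge and is not the target set of the paper's software.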

Importantly, LPS from *Salmonella enterica* was among the most significantly predicted upstream regulators of old microbiota after transfer to GF mice (Figure 3B). Thus, LPS is a component of the old microbiota that is possibly involved in mediating its effects on the immune system of the host.

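In recipients of old against young microbiota the genes induced by LPS had a mean log2 fold change of 0.03, with 20 of 35 above 0, and did not pass as a group (adjusted p = 0.572 from camera). At an unadjusted p under 0.05, 2 members were higher (Tnf and Zfp36) and 1 was lower, the cytokine gene Il6 at −0.23, whose mean signal of 2.27 lies below the level of 3.71 that marks genes with little or no expression. The mean ran from −0.012 to 0.075 when 1 mouse was left out. It differed from the mean in conventional mice by −0.10 (adjusted p = 0.0423, and adjusted p = 0.748 with an estimated correlation). Against GF controls the same genes rose, by a mean of 0.55 with old microbiota (adjusted p = 2.49e-15, and adjusted p = 0.00527 with an estimated correlation) and of 0.52 with young microbiota (adjusted p = 1.00e-14, and adjusted p = 0.00589 with an estimated correlation). With old microbiota 14 members rose over all genes and 16 when adjusted over the list alone, and with young microbiota 15 and 20. From LPS as a regulator predicted in both comparisons, the paper proposes that LPS of the old microbiota is possibly involved in its effects on the immune system.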

To further identify the genes that were specifically influenced by the old microbiota, we compared the genes that were differentially expressed between young versus old conventional mice and GF recipients of young versus old microbiota (Figure 3C). We identified 27 genes that were differentially expressed in both datasets. This list of genes was further narrowed down to genes that were up- or down-regulated in both datasets and are known to play a role in the immune response. 

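At an unadjusted p under 0.05 and a fold change over 1.2, 501 genes differed between old and young conventional mice, 233 higher and 268 lower in old mice. Between recipients of old and of young microbiota 319 genes differed, 138 higher and 181 lower with old microbiota. In both comparisons 14 genes differed, where 8.49 would be shared by independent draws from 18820 genes (exact hypergeometric test, one-sided, p = 0.0472). In data simulated for the recipients without any change, 382.3 genes passed the same thresholds on average (336 to 447). On average 21.2 genes passed in both simulated comparisons, but the simulated conventional comparison carried genes changed on purpose. The 21.2 therefore cannot be set against the 14 found. Leaving out 1 mouse moved the 319 genes to 490 without replicate 1 of old and 742 without replicate 5 of young microbiota, and the 14 shared genes to 8 without replicate 2 of the old conventional mice, to 36, 28 and 31 without replicate 1, 3 or 4 of old microbiota and to 24 and 46 without replicate 1 or 5 of young microbiota. The 319 genes became 170 with the methods' t-test, 151 without genes of low signal and 951 with all probe sets. The shared genes numbered 25 with array weights and 22 with the first component of the residuals as a covariate. They numbered 6 without genes of low signal, 58 with all probe sets and 8 with the methods' t-test. Beside Tnf, 2 genes were higher with age and with old microbiota, Gm715 and Cryga. Another 5 genes were lower in both, among them Alyref2 (log2 fold changes −0.28 and −0.30), Sat2 (−0.37 and −0.32) and the matrix metalloproteinase gene Mmp3 (−0.30 and −0.33). The other 6 went in opposite directions, such as Il18rap, a subunit of the IL-18 receptor, at 0.42 with age and −0.36 with old microbiota. Of the 14 genes, 5 had a mean signal below 3.71. Across all genes the log2 fold changes of both comparisons had a Pearson correlation of 0.0317 and a Spearman correlation of 0.0128, and genes are not independent replicates. Only Rps4l and Zfp37 differed between the comparisons at an adjusted p under 0.05 from limma (adjusted p = 6.22e-10 and 0.000241). Among the largest changes, Plet1 stood at 1.55, the calcium-binding protein gene S100g at −1.51 and the light chain gene Igkv4-91 at −1.75 in conventional mice, and Dennd1b at 1.12, Mcpt2 at −1.89 and Cpa3 at −1.24 in recipients. Centring each array on its median left 17 shared genes and moved the share of higher genes in the recipients from 43.3% to 70.3%.

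**Figure D1:**
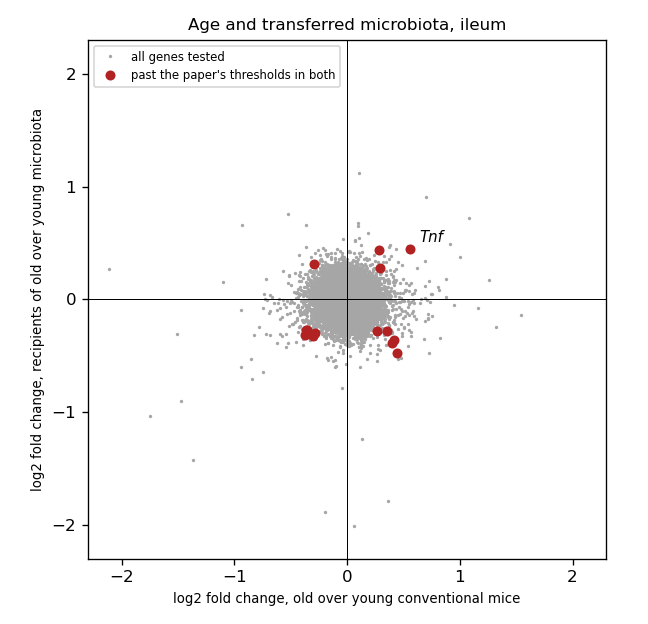
Log2 fold change of each of 18820 genes in old over young conventional mice (x axis) and in recipients of old over young microbiota (y axis), with n = 5 mice per group. The 14 genes past both thresholds in both comparisons are red, and Tnf is among the 3 in the upper right part.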

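The change of Tnf with old microbiota was smaller by 0.11 on the log2 scale than its change with age (difference −0.11, standard error 0.26, adjusted p = 0.998 from limma), so the pair of changes did not differ by more than their error. Per mouse, the Tnf signal ran from 5.4 to 6.25 in old and from 4.95 to 5.74 in young conventional mice. With old microbiota it ran from 5.61 to 6.21, with young microbiota from 5.13 to 6.13 and in GF controls from 4.10 to 5.06. Leaving out 1 mouse at a time gave log2 fold changes of 0.44 to 0.68 with age and of 0.36 to 0.61 with old microbiota, the latter short of the thresholds without replicate 5 of old microbiota or replicate 2 of young microbiota.

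**Figure D2:**
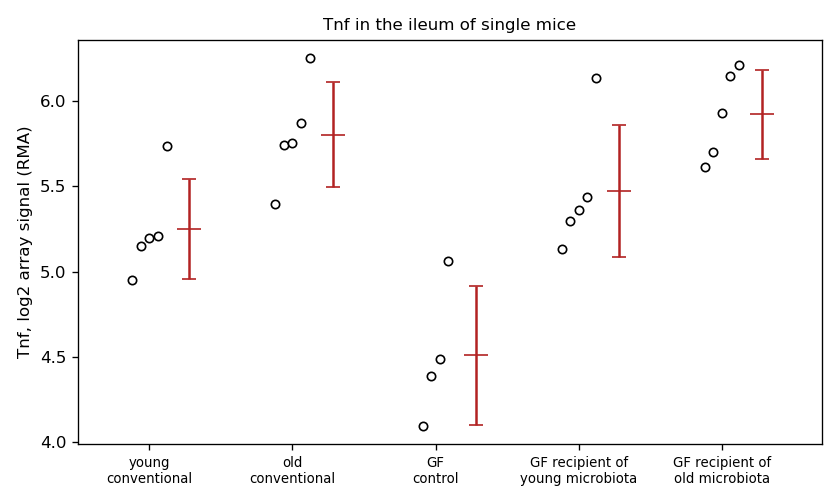
Tnf signal of each mouse (log2 array signal, y axis) in 5 groups of female mice (x axis), with circles for mice and red bars for the mean and SD of n = 5 mice, or n = 4 for GF controls. The highest GF control, at 5.06, lies below the lowest recipient.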

As mentioned above, TNF-α was upregulated both in old conventional mice and in GF recipients of old microbiota. Also, TNFSF8, which is the ligand for CD30, was more highly expressed in these groups of mice. On the other hand, several genes encoding for the lambda immunoglobulin light chain were more highly expressed both in young conventional mice and in GF recipients of young microbiota.

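Tnfsf8 had a log2 signal of 4.03 ± 0.17 (SD, n = 5) in old and 3.61 ± 0.15 (SD, n = 5) in young conventional mice, and every old mouse lay above every young mouse (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 mice against 5 allow). The log2 fold change was 0.42 (standard error 0.10, adjusted p = 0.220 from limma), and adjusted over the list alone of 17 TNF superfamily genes p was 0.00437. With old microbiota Tnfsf8 stood at 3.65 ± 0.15 (SD, n = 5) and with young microbiota at 3.39 ± 0.10 (SD, n = 5), a log2 fold change of 0.25, or 1.19-fold (exact permutation test, two-sided, p = 0.0159). The difference between these changes was −0.16 (adjusted p = 0.998 from limma). Female recipients of male microbiota stood at 3.51 ± 0.014 (SD, n = 5). This was 0.14 below recipients of old microbiota (exact permutation test, p = 0.00794, adjusted p = 0.0278 over 28 comparisons of single genes). It was 0.11 above recipients of young microbiota (exact permutation test, p = 0.0476, adjusted p = 0.111). GF controls stood at 3.56 ± 0.37 (SD, n = 4), with replicate 4 at 4.11 and the other mice at 3.31 to 3.41. The mean over all arrays, 3.62, lies below the level of 3.71 that marks genes with little or no expression. With array medians centred, the log2 fold change of the recipients was 0.28 and passed the thresholds of the pathway analysis. It also passed without any 1 of replicates 1, 2 and 3 of old and 3 and 5 of young microbiota, while it was 0.19 without replicate 5 of old microbiota, and 0.20 or 1.15-fold without both replicate 5 arrays, an alternative chosen after seeing the data.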

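The lambda light chain genes are represented by a pair of probe sets, each named for Iglv1, Iglv2 and Iglc1 together, so the chains cannot be told apart. The first had a log2 signal of 9.92 ± 0.53 (SD, n = 5) in old and 10.68 ± 0.21 (SD, n = 5) in young conventional mice, and was 1.69-fold higher in young mice (log2 fold change −0.76, standard error 0.31, adjusted p = 0.913 from limma over all probe sets). Every young mouse lay above every old mouse (exact permutation test, two-sided, p = 0.00794). With old microbiota it stood at 8.96 ± 0.49 (SD, n = 5) and with young microbiota at 9.69 ± 0.42 (SD, n = 5), 1.65-fold higher with young microbiota (exact permutation test, two-sided, p = 0.0397). The second probe set was 1.31-fold higher in the young group of each comparison (exact permutation test, p = 0.127 with age and 0.294 with microbiota). Other antibody chains were lower in old conventional mice too. Kappa light chain genes had a mean log2 fold change of −0.55 over 13 members (adjusted p = 0.00322 from camera, and adjusted p = 0.387 with an estimated correlation), and heavy chain genes, with Igha at −0.94, a mean of −0.60 over 4 members (adjusted p = 0.00268, and adjusted p = 0.387 with an estimated correlation). In the recipients the means were −0.23 for kappa and −0.25 for heavy chains, and neither passed (adjusted p = 0.211 for each). Against GF controls, the first lambda probe set rose by 1.66 on the log2 scale with young microbiota (adjusted p = 0.000933 from limma). With old microbiota its log2 fold change against GF controls was 0.94, which did not pass (adjusted p = 0.114). Without both replicate 5 arrays, an alternative chosen after seeing the data, the log2 fold change between recipients of old and of young microbiota was −0.67 and no longer passed the thresholds. Nor did it without replicate 5 of old microbiota (−0.52) or replicate 1 (−0.65) or 3 (−0.61) of young microbiota. With age it was −0.53 and did not pass without replicate 5 of the old conventional mice.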

### Higher Amounts of Bacterial Components in Systemic Circulation after Old Microbiota Transfer

As LPS was a prominent predicted upstream regulator in the ileal IPA analysis, we investigated whether there were innate immune activating components in sera of animals receiving old microbiota. These components can possibly be transferred from the intestine by translocation of bacterial components due to a compromised intestinal barrier (21, 22). To this end, we incubated the sera of these mice with HEK293 cells transfected with TLR 2 or TLR4. Activation of NFκB was measured with a reporter gene. No differences were observed between old conventional mice and young conventional mice. However, the sera from GF mice, which had received old microbiota showed significantly higher activation of TLR2 compared with sera from recipients of young microbiota (Figure 4A). A similar trend was observed for TLR4 activation, although this difference did not reach statistical significance (Figure 4B). In summary, these data indicate that old microbiota transfer leads to increased translocation of inflammatory bacterial products into the circulation.

**Figure 4:**
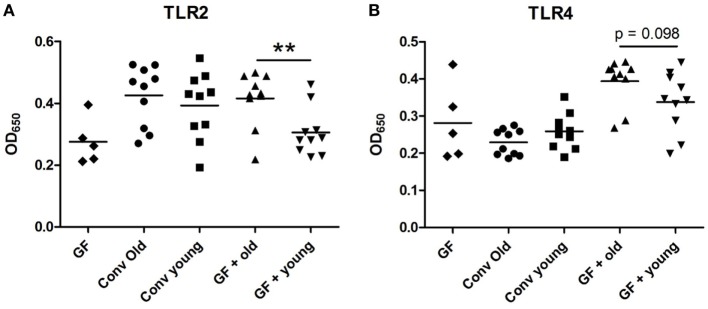
Transfer of old microbiota enhances inflammatory bacterial components in serum. Human Embryonic Kidney 293 cells transfected with mouse toll-like receptor (TLR)2/CD14 **(A)** or mouse TLR4/MD-2/CD14 **(B)** were stimulated with 2.5% serum from young or old conventional (conv) mice (*n* = 10), germ-free (GF) recipient mice of young or old microbiota (*n* = 10), and GF control mice (*n* = 5). Activation of these receptors was measured with a secreted embryonic alkaline phosphatase reporter coupled to the NF-kB/AP-1 promoter. All data are expressed as means. **P < 0.01.

### Bacterial Groups Associated with Increased Inflammatory Potential of Old Microbiota

Next, we investigated how the gut microbiota composition changes over time in the recipient mice. To this end, the composition of the gut microbiota of the different experimental groups was analyzed with 16S rDNA sequencing. From the GF recipient mice that received old or young microbiota, we analyzed feces 1 week after transfer or 4 weeks after transfer (Figure 5). We were particularly interested to see whether the gut microbiota evolves into a community similar to the donor, or whether it adapts to its host. Redundancy analysis at the genus level confirmed that gut microbiota composition was different between old conventional mice and young conventional mice, since the samples separated into two distinct clusters (Figure 6A). The samples collected 1 week after transfer also separated into two different clusters, suggesting that the transfer of different gut microbiota communities also led to the establishment of different microbiota communities in the recipients. However, after 4 weeks gut microbiota composition in the recipient mice was most similar to the gut microbiota composition in young conventional mice. Moreover, at this time point the clusters of samples derived from the recipient mice were showing more overlap, which suggests gut microbiota composition of the two groups became more similar to each other compared with the first week time point. Together these results indicate that at 1 week the gut microbiota composition of the donor dictates the gut microbiota composition in the recipient, but at later time points the gut microbiota composition adapts to the host.

**Figure 5:**
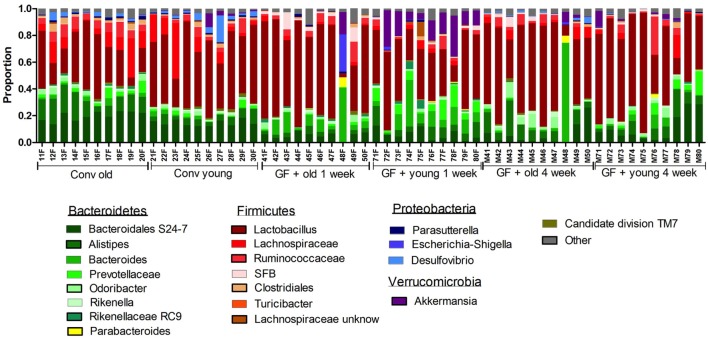
Gut microbiota composition in conventional and conventionalized mice. Fecal samples were collected from conventional (conv) mice (*n* = 10) at the time of transfer to the germ-free (GF) recipient mice, or from the GF recipient mice (*n* = 10) 1 and 4 weeks after the transfer. Gut microbiota composition was analyzed with 16S rDNA sequencing and data are presented as the relative abundance of the different bacterial groups for each individual mouse. The most highly abundant bacterial groups are indicated.

**Figure 6:**
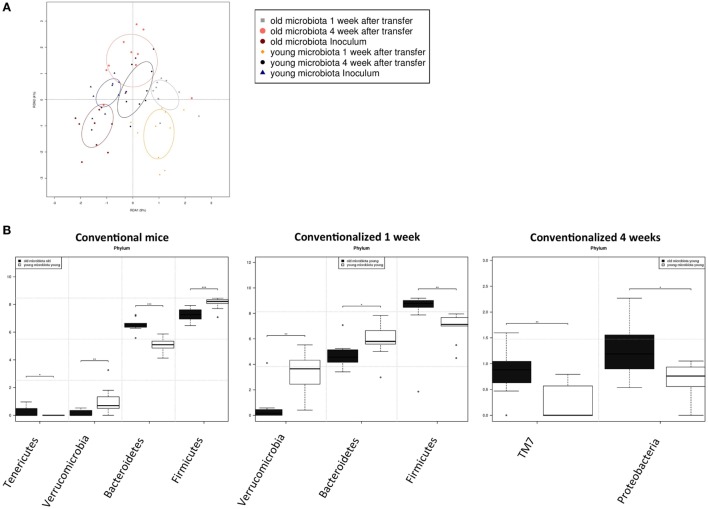
Transfer of aged microbiota to germ-free (GF) mice leads to altered gut microbiota composition. Fecal samples were collected from conventional (conv) mice (*n* = 10) at the time of transfer (inoculum) to the GF recipient mice, or from the GF recipient mice (*n* = 10) 1 and 4 weeks after the transfer. Gut microbiota composition was analyzed with 16S rDNA sequencing. **(A)** Redundancy analysis of gut microbiota composition of the different experimental groups at the genus level. **(B)** Bacterial phyla that were significantly different in abundance in young or old conventional mice, or in GF mice conventionalized with young or old microbiota after 1 or 4 weeks *P < 0.05, **P < 0.01, ***P < 0.01.

To look more specifically at the bacterial groups that were responsible for the observed differences in immune responses, we investigated which bacterial phyla had a significant difference in abundance (Figure 6B). Compared with young conventional mice, old conventional mice had higher abundance of *Tenericutes*, but lower abundance of *Verrucomicrobia*. *Akkermansia* is the only genus known to belong to the *Verrocumicrobia* phylum. Indeed we observed a similar difference in abundance for *Akkermansia* (data not shown). In addition, age influenced the *Firmicutes/Bacteroidetes* ratio. Old conventional mice had more *Bacteroidetes*, but less *Firmicutes* compared with young conventional mice. Interestingly, 1 week after transfer of old microbiota, recipient mice had significant less *Verrucomicrobia* than GF mice that received young microbiota (Figure 6B). There was also a difference in the *Firmicutes/Bacteroidetes* ratio, but surprisingly recipients of old microbiota had significantly less *Bacteroidetes* and more *Firmicutes* compared with recipients of young microbiota. Four weeks after transfer, the differences at 1 week were no longer present. However, at this time point recipients of old microbiota had a higher abundance of TM7 and *Proteobacteria* (Figure 6B). The difference in *Proteobacteria* was likely due to a difference in abundance of *Desulfovibrio*, since this was the only *Proteobacterium* that was significantly more abundant at the genus level after transfer of old microbiota. In summary, a number of bacterial groups were identified that were affected by age, which included *Akkermansia*, TM7, and *Proteobacteria*. These bacterial groups are possibly involved in the increased inflammatory potential of the old microbiota.

## Discussion

Several studies have demonstrated that aging is associated with an altered gut microbiota composition, inflammaging, and increased gut permeability (17). However, whether the aged microbiota is a cause or consequence of inflammaging is not known. To the best of our knowledge, we are the first to show that some characteristics of this typical immunosenescence can be induced by microbiota of aged mice after transfer into young GF mice. Microorganisms associated with this effect were found to be *Akkermansia*, TM7 bacteria, and *Proteobacteria*. Our results indicate that increased amounts of TLR2-stimulating components were found in the circulation of recipients of old microbiota, which may have promoted increased inflammation and enhanced T cell differentiation. Interestingly, dysbiosis and a comprised intestinal barrier are also observed in several other disorders such as IBD and metabolic syndrome (23, 24).

Certain bacterial species colonizing the gut have been shown to induce a specific subset of Th cell. For example, segmented filamentous bacterium was found to specifically induce Th17 cells in the gut (25). On the other hand, polysaccharide A produced by the human symbiont *Bacteroides fragilis* was shown to promote expansion of IL-10-producing T_reg_ cells in a TLR2-dependent manner (26–28). It has also been demonstrated that certain *Clostridium* species induce T_reg_ cells in the colon (29, 30). In our study, the aged microbiota did not promote differentiation of a specific Th cell subset. However, after transfer of aged microbiota to GF mice, we rather observed increased levels of several Th cell subsets. This effect was almost exclusively observed in the spleen, but not in the PPs or MLNs. These results do not suggest an association with any of the bacterial species mentioned above. An increased exposure of naïve T cells in the systemic compartment to bacterial compounds in general as a result of a reduced intestinal barrier seems a more likely explanation.

The transfer of old microbiota into young GF mice induced differential regulation of pathways including T cell differentiation, B-cell development, and recognition of microbes by pattern recognition receptors. A central regulatory cytokine was TNF-α, which was consistently upregulated by the old microbiota both in the conventional mice and GF recipient mice. TNF-α is well known for its role in the pro-inflammatory response (31). TNF-α also plays a central role in the pathogenesis of IBD and anti-TNF-α agents are used in the clinic to treat the disease (32). TNF-α was also shown to increase intestinal epithelial permeability (33). Interestingly, in agreement with our data it was recently demonstrated that age-associated inflammation depends on the microbiota and TNF- α (34).

Young microbiota had a different effect and increased expression of lambda immunoglobulin light chain genes both in conventional and GF recipient mice. B cells express only one class of light chain, lambda (λ), or kappa (κ). It has been observed previously that the gut microbiota can influence the ratio of these two light chains. Microbial colonization of GF mice was shown to increase the ratio of Igλ^+^ to Igκ^+^ B cells in the lamina propria (35). Since increased Igλ usage by B cells is considered a marker for B-cell receptor editing (36–38), these results might suggest that the young microbiota promote a more diverse B-cell repertoire. Another possibility is that the young microbiota contains more antigens that are recognized by B-cell clones that express Igλ.

The increased level of differentiated CD4^+^ T cells in the spleen, the elevated inflammation in the ileum, and the prediction of LPS as an upstream regulator in the presence of aged microbiota led us to hypothesize that more bacterial components had translocated into the circulation in animals containing old microbiota. Indeed we observed that serum of GF recipients of old microbiota had an increased ability to activate TLR2 and trend toward increased TLR4 stimulation. Similar mechanisms seem to contribute to other disorders such as type 2 diabetes and metabolic syndrome. High-fat diet was shown to alter gut microbiota composition, which increased the permeability of the small intestine (22). The increased permeability allowed bacterial components to reach distal sites, which induced low-grade inflammation and subsequent insulin resistance (21). Importantly, the mucin-degrading bacterium *A. muciniphila* was shown to reverse these metabolic disorders by strengthening the intestinal barrier (39). In our study, old conventional mice had lower abundance of *Akkermansia*, which has also been reported previously both in humans and mice (40, 41). *Akkermansia* was also less abundant after transfer of old microbiota to GF mice at early time points. Therefore, it is tempting to speculate that the absence of *Akkermansia* in recipients of old microbiota might be associated with translocation of inflammatory bacterial components into the circulation.

As mentioned previously, certain members of the gut microbiota modulate the immune system (42). However, components of the immune system such as IgA antibodies also shape gut microbiota composition (43–45). Therefore, we investigated whether after transfer to GF mice the aged microbiota remained similar in composition to the donor or would quickly adapt to the young host. One week after transfer, the composition of old and young microbiota was clearly different, but after 4 weeks the difference was less pronounced, and both the microbiota from the old and young mice were more similar to the microbiota of the young mice. This suggests that the aged microbiota had partially adapted to the young host. As described for aged humans (8, 9), old conventional mice had a lower *Firmicutes/Bacteroidetes* ratio. However, this trait was not transferable to GF mice. Four weeks after transfer, GF recipients of old microbiota had more TM7 bacteria and *Proteobacteria*. The difference in *Proteobacteria* was at least partially due to a significant lower abundance of *Desulfovibrio* after transfer of old microbiota. Interestingly, *Desulfovibrio* and TM7 bacteria have recently been associated with a compromised intestinal barrier due to an altered mucus structure that was more penetrable by bacteria leading to increased intestinal immune infiltration (46). Further indications that TM7 phyla and *Proteobacteria* such as *Desulfovibrio* can contribute to intestinal inflammation comes from observations that these bacteria are associated with the pathogenesis of IBD (47–49). In conclusion, our data seem to support the hypothesis that the altered gut microbiota composition in aged individuals contributes at least partially to the chronic low-grade inflammatory state observed during aging. Therefore, strategies to modify gut microbiota composition of the elderly with, for example, probiotics or prebiotics (50) might help to reduce inflammation and thereby promote healthy aging.

## Ethics Statement

All animal experiments were approved by the local ethical committee (DEC) of the University of Groningen (project number 6543) and adhered to FELASA guidelines.

## Author Contributions

FF designed the experiments and wrote the manuscript. FF, AB, and TB performed the experiments. SA, FH, and HFS generated and analyzed the microbiota data. CJ and MJ provided material and resources. MB generated and analyzed microarray data. HS, MF, and PV supervised the study.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

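Gene expression in the terminal ileum was measured with Affymetrix Mouse Gene 1.1 ST arrays in 48 mice of 10 groups, 5 mice per group and 4 in each of the GF control groups. The authors isolated total RNA, hybridized 1 array per mouse, and summarised and normalized the signals with RMA (the version is not given in the sources used here). The values used are the log2 signals as deposited by the authors, who made them with RMA, with 1 value per probe set and array. Nothing was normalized again in the main analysis. The medians of all arrays lay between 5.08 and 5.17 on the log2 scale. Correlations between arrays were 0.972 to 0.991, 0 pairs of arrays held identical values, and 0 arrays had sex-linked genes that went against the label.

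Probe sets were matched to genes by the annotation of the array and a table of gene names of the mouse. Of 35556 probe sets, 21218 have a single symbol (21185 were matched by gene ID), and 1386 genes have more than 1 probe set, of which the one with the highest mean signal was used. The lambda light chain probe sets carry several symbols and were tested among all probe sets. No genome positions were used.

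All calculations were done with R 4.3.3, limma 3.58.1 and Python 3.11.15. A linear model with a mean for each of 10 groups was fitted to all 48 arrays (lmFit and eBayes in limma). The comparisons were old against young conventional mice, recipients of old against recipients of young microbiota, the difference between these comparisons, recipients of young microbiota against GF controls, recipients of old microbiota against GF controls, male recipients of male microbiota against male GF controls, and female recipients of male against those of young microbiota. Genes were counted at an adjusted p under 0.05 (Benjamini-Hochberg over 18820 genes) and at an unadjusted p under 0.05 with a fold change over 1.2 (1.3 for Fig. 2A). The statistics section of the paper names an unpaired two-tailed Student's t test for comparing 2 groups and does not say which test was used for the arrays, so it was run as an alternative. The procedure was tested on simulated data with known changes before it was run.

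Single values per mouse (Tnf, Tnfsf8, the lambda light chains, the mean of a list) were compared with exact permutation tests, two-sided, over 126 splits of 5 and 5 mice, where the smallest p is 0.00794. Shared genes were set against the number expected by chance and a hypergeometric test. For counts from limma, 100 splits of the arrays into groups of the same sizes were compared with the real one.

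Before the data were examined, 40 gene lists and the rule for the genes named below were fixed. They cover MHC class I and class II, complement, pattern recognition, T helper cell differentiation, B-cell development, interferon-stimulated genes, genes induced by LPS, targets of TNF-α and NF-κB, the TNF superfamily, antibody chains, and markers of cell types, of regions of the intestine and of tissue handling. They stand in for the STRING clusters and the IPA pathways and regulators, which were not rerun. Several lists hold genes drawn in Fig. 2A, which the study chose on the same mice. Tests of these lists with age are therefore not independent of that choice. Each list with at least 3 measured genes was tested with camera at an inter-gene correlation of 0.01, with camera at an estimated correlation and with fry, and p-values were adjusted over the lists of a comparison.

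The genes named are those the paper's text names, genes drawn in Fig. 2A and Fig. 2B, the 10 genes with the largest change in each direction among those past an adjusted p of 0.05 (or past the paper's thresholds where fewer than 10 passed), and members of the lists that passed or, where none did, the 3 with the smallest p.

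Alternatives tried were array weights, cyclic loess and median centring of the arrays, the first component of the residuals as a covariate, leaving out the genes with the lowest signal, testing all probe sets, a replicate block, only 5 of the 6 female groups (without the female recipients of male microbiota), only the arrays of a comparison, the methods' t-test, the level of the follicle genes and of immediate early genes as covariates, a trend of the variance with intensity, other fold thresholds, and each mouse left out in turn. After seeing the data, leaving out both replicate 5 arrays of the recipients and keeping only genes above the level of the olfactory receptor genes were added. The replicate numbers of the labels were checked for pairs. A mouse was most similar to the mouse of its own number in the other group in 2 of 5 cases for conventional mice. For recipients this held in 1 of 5. In this check recipients of the same number correlated at 0.68, 0.27 and 0.20 for replicates 5, 4 and 2, and at −0.14 and −0.16 for replicates 1 and 3. In conventional mice the correlations ran from −0.035 to 0.20. The groups were treated as unpaired, with the replicate block as an alternative, and pairs cannot be excluded. Scan dates and days of sacrifice of single mice were not used.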

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

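The tests of the small nucleolar RNA genes and the crypt and stroma lists in single arrays, the pan-B-cell genes and the genes Rps4l and Zfp37 were chosen only after the results were seen, and the noise of the olfactory receptor genes was tested after the replicate 5 arrays had been seen to stand apart.

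Old conventional mice differed from all other mice in a pair of genes, and the change in recipients differed from theirs. The difference between the change in recipients and in conventional mice was 2.38 on the log2 scale for Rps4l (adjusted p = 6.22e-10 from limma) and 1.26 for Zfp37 (adjusted p = 0.000241). The microbiota as the cause is argued against by the recipients, in which old microbiota left Rps4l at a log2 fold change of 0.27 (standard error 0.15) and Zfp37 at 0.15 (standard error 0.13), neither of them below 0. All 5 old mice lay below the other 43 arrays, by a gap of 0.86 for Rps4l and 0.12 for Zfp37, which is consistent with a variant or supply lot of the old mice. Since no other group holds old mice, such a variant and age cannot be told apart.

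The replicate 5 arrays of recipients of old and of young microbiota stood apart, with an interquartile range of 3.57 and 3.51 against at least 3.68 in the other 46 arrays, and the first component of the residuals, which separates them from the rest, holds 15.1% of the residual variance. The residuals of the olfactory receptor genes, which the ileum does not use, had an SD of 0.181 and 0.198 in these arrays against at most 0.174 in the others, which is consistent with more hybridization noise as a part of the cause. A piece with more villus and less crypt and stroma also remains open: in the same order, markers of Paneth cells deviated by −1.21 and −0.94, of proliferation by −0.64 and −0.76, of fibroblasts by −0.59 and −0.73 and of macrophages by −0.74 and −0.68, each below the other 46 arrays, while smooth muscle genes, at 0.076 and −0.16, lay within the others (−0.50 to 0.49) and small nucleolar RNA genes, which every cell type uses, deviated by at least 0.47 against at most 0.33, for which such a piece gives no reason. RNA quality was not tested apart from the range of the arrays. The pair lies in both recipient groups, so no biological explanation that the design gives was tested.

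Immune genes of old conventional mice might come from more B-cell follicle tissue in their ileum pieces. The pan-B-cell genes were higher by 0.26 in old mice (exact permutation test, p = 0.0794), which does not settle whether follicle tissue or the follicle genes themselves changed. With the level of the follicle genes as a covariate, 76.7% of the mean change of the MHC class I genes was left (69.1% to 81.2% when 1 mouse was left out), which argues against follicle tissue as its whole cause. A share of the MHC class I change and the follicle genes themselves remain open, and age was not tested apart from the make-up of the tissue. In recipients the follicle level differed by −0.07 (exact permutation test, p = 0.762).

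Chance places a mouse far from its group in about 1 in 20 cases. Over 10 measures in each of 10 groups, 10 of 100 cases had such a mouse, where 5 are expected if the measures were independent, which they are not, since they share mice. Tnfsf8 was 3.92 in replicate 5 of the recipients of old microbiota and 4.11 in replicate 4 of the GF controls. The follicle level was 1.16 and the level of the B-cell development genes 0.44 in replicate 3 of the GF controls. Pattern recognition stood at −0.087 in replicate 5 of the conventional males and T helper cell differentiation at −0.28 in replicate 1 of the GF male controls. The mast cell level was 0.41 in replicate 4 of the old conventional mice and 0.77 in replicate 5 of the female recipients of male microbiota.

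Colonization, which the paper does not analyse on the arrays, changed 1464 genes in recipients of young microbiota and 1433 in recipients of old microbiota. In male recipients of male microbiota it changed 3059. Each count is against GF controls of the same sex at an adjusted p under 0.05 from limma. With young and old microbiota the counts became 2254 and 2487 with array weights. They became 671 and 549 with only the arrays of the comparison, and 371 and 124 with the methods' t-test. In males the count became 1417 with the follicle level as a covariate.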

How the results depend on the processing

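Leaving out both replicate 5 arrays of the recipients and keeping only genes above the level of the olfactory receptor genes were chosen after seeing the data. Of 527 values of the 21 main results under the alternatives, 431 kept their direction and their side of the threshold or stayed within 1.5 times the count, 16 became weaker, 6 stronger, 2 reversed and 72 moved. Of 2948 values of single genes and lists, 2662 were the same, 216 weaker, 55 stronger and 15 reversed. For a single gene, the same does not mean that an adjusted p under 0.05 was kept. Cxcl13, Onecut2 and Parp3 with age counted as the same in all 25 alternatives. They lost that adjusted p in 5 of the 6 female groups, with only the arrays of the comparison and with the methods' t-test. The cause was not tested where an alternative changed a value, except that fewer genes tested, fewer arrays or other thresholds change a count by construction. Signal over background limits genes near 3.71 on the log2 scale: 25.3% of the 501 genes with age and 32.9% of the 319 genes with old microbiota lay at or below it.

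The 6 genes with age at an adjusted p under 0.05 became 10 with array weights, 12 with the residual component as a covariate, 16 with all probe sets, 3 in 5 of the 6 female groups (without the female recipients of male microbiota), 2 with only the arrays of the comparison, 1 with the methods' t-test and 11 without both replicate 5 arrays. At the paper's thresholds the count with age was 311 with the low signal filter, 1030 with all probe sets, 180 at a fold change over 1.3 and 1054 with no fold threshold. With old microbiota it was 151, 951, 63 and 819 in the same order, and 170 with the methods' t-test. Shared genes numbered 25 with array weights, 22 with the residual component, 6 with the low signal filter, 58 with all probe sets, 8 with the methods' t-test, 27 without both replicate 5 arrays, 9 above the olfactory receptor level, 3 at a fold change over 1.3 and 52 with no fold threshold. Genes that differed between the comparisons numbered 4 with all probe sets. Colonization with young microbiota gave 2254 genes with array weights, 902 in the same 5 of 6 female groups, 671 with only the arrays of the comparison and 371 with the methods' t-test. With old microbiota these were 2487, 876, 549 and 124. In males it gave 1417 genes with the follicle level as a covariate. Between male and young donors 301 genes passed with array weights, 1244 with all probe sets, 362 with only the arrays of the comparison, 222 with the methods' t-test, 287 without both replicate 5 arrays, 131 at a fold change over 1.3 and 1553 with no fold threshold. The 15 lists with age became 0 with an estimated correlation and 0 with fry. The 3 lists with old microbiota became 9 with median centring, 5 with the residual component, 0 with an estimated correlation, 0 with fry and 5 without both replicate 5 arrays. A replicate block gave 6 genes with age at an adjusted p under 0.05, 513 with age and 323 with old microbiota at the paper's thresholds, and 18 shared genes.

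With old microbiota Tnf lost the paper's thresholds with array weights (0.33), with the methods' t-test (0.45) and without both replicate 5 arrays (0.33), Tnfsf8 passed them with median centring (0.28), and the lambda light chains lost them without both replicate 5 arrays (−0.67). The means of the B-cell development and MHC class II lists with age turned to −0.046 and −0.029 with the follicle level as a covariate, and those of the cytotoxic and interferon lists with old microbiota turned to 0.017 and 0.016 with array weights.

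Leaving out 1 mouse at a time gave 2 to 8 genes with age at an adjusted p under 0.05 and 438 to 657 at the paper's thresholds, 0 to 1 and 352 to 742 with old microbiota, 8 to 46 shared genes, a correlation of −0.04 to 0.12, 2 to 5 genes that differ between the comparisons, 1025 to 1722, 1009 to 2017 and 2265 to 2931 genes for colonization with young, old and male microbiota, 273 to 1201 between male and young donors, 13 to 17 lists with age and 2 to 14 with old microbiota. Tnf ran from 0.44 to 0.68 with age and 0.36 to 0.61 with old microbiota, Tnfsf8 from 0.35 to 0.48 and 0.19 to 0.29, the lambda light chains from −0.86 to −0.53 and −0.88 to −0.52, and the follicle level from 0.24 to 0.35 and −0.22 to 0.042. Means of lists with old microbiota that changed sign ran from −0.065 to 0.013 for pattern recognition, −0.091 to 0.0073 for T helper cell differentiation, −0.16 to 0.058 for complement, −0.22 to 0.042 for the follicle genes, −0.012 to 0.075 for genes induced by LPS, −0.13 to 0.045 for cytotoxic genes and −0.16 to 0.0067 for interferon-stimulated genes, and the mast cell mean with age ran from −0.14 to 0.10.

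Single mice decided some of these values. The genes with age at an adjusted p under 0.05 numbered 2 without replicate 2 or 5 of the old or replicate 1 or 5 of the young conventional mice. With old microbiota, leaving out replicate 5 of young microbiota gave 1 gene at an adjusted p under 0.05 and 742 at the paper's thresholds, which numbered 490 without replicate 1 of old microbiota. Shared genes numbered 8 without replicate 2 of the old conventional mice, 36, 28 and 31 without replicate 1, 3 or 4 of old microbiota, and 24 and 46 without replicate 1 or 5 of young microbiota. Without replicate 4 of old microbiota 5 genes differed between the comparisons. Between male and young donors 988, 1201 and 273 genes passed without replicate 2, 3 or 5 of young microbiota. Lists with old microbiota numbered 11, 7, 14 and 6 without replicate 1, 2, 4 or 5 of old microbiota, and 9 and 14 without replicate 1 or 5 of young microbiota. With old microbiota Tnf lost the paper's thresholds without replicate 5 of old (0.38) or replicate 2 of young microbiota (0.36). Tnfsf8 passed them without replicate 1 (0.28), 2 (0.28) or 3 (0.26) of old or replicate 3 (0.29) or 5 (0.26) of young microbiota. The lambda light chains lost them with age without replicate 5 of the old conventional mice (−0.53), and with old microbiota without its replicate 5 (−0.52) or replicate 1 (−0.65) or 3 (−0.61) of young microbiota. The follicle level with age had an exact p of 0.0556 without replicate 1, 2 or 5 of the old (log2 differences 0.27, 0.26 and 0.24), and of 0.0714, 0.0635 and 0.0714 without replicate 1, 3 or 5 of the young conventional mice (log2 differences 0.26, 0.28 and 0.27), and the level with old microbiota turned to 0.020 and 0.042 without replicate 5 of old or replicate 4 of young microbiota.

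The methods' t-test gives no value for lists or for the difference between the comparisons, the same 5 of 6 female groups give none for males or for male donors, the filters on signal leave Tnfsf8 untested, and neither covariate was used on its own list.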

Differences from the paper's values

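The paper reports 27 genes that differed both with age and with old microbiota. At the thresholds it states, 14 genes were found here. Of the alternatives set before the data were examined, array weights (25 genes), the first component of the residuals as a covariate (22) and a replicate block (18) came within 1.5 times the paper's count. The others did not: cyclic loess (15), median centring (17), leaving out genes with low signal (6), all probe sets (58), only 5 of the 6 female groups, without the female recipients of male microbiota (15), only the arrays of the comparison (16), the methods' t-test (8), the follicle level (13) and the immediate early level (16) as covariates, and an intensity trend (15). A fold change over 1.3 gave 3 genes and no fold threshold 52. Leaving out both replicate 5 arrays of the recipients gave 27 genes, but this was chosen after seeing the values and keeps 0 of the 3 items the paper names (Tnf, Tnfsf8 and the lambda light chains). The main analysis keeps 2 of these 3 and lacks Tnfsf8, and median centring keeps all 3. The lambda light chains are counted here by a probe set tested among all probe sets, outside the genes with a single symbol. They are therefore not among the 14 shared genes, which include Tnf, nor among the 17 with median centring. Keeping only genes above the level of the olfactory receptor genes, also chosen after seeing the values, gave 9. Array weights keep 1 of the 3 items, the lambda light chains. The residual component and the replicate block keep 2 each and lack Tnfsf8.

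The paper states that the pathways of pattern recognition receptors, T helper cell differentiation and B-cell development were upregulated with old microbiota. Of the lists that stand in for these 3 pathways, 0 of 3 were higher on average in recipients of old microbiota, with mean log2 fold changes of −0.03, −0.05 and −0.08, while in old conventional mice all 3 were higher on average, by 0.11, 0.10 and 0.11. The paper's software used other gene sets and only genes past its thresholds, which is another measure than a mean over all members. Without the replicate 5 array of old microbiota, the means of pattern recognition and T helper cell differentiation in recipients turned to 0.013 and 0.0073.

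Tnfsf8 is named by the paper among genes that were higher in both comparisons. Here it was higher in both, but its fold change of 1.19 in recipients stayed below the fold threshold. With median centring it passed both thresholds.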

Other observations

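The grouping of splits by where the replicate 5 arrays of the recipients fell was chosen only after the result was seen.

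Colonization of GF mice changed more genes in the ileum than age or the age of the donor did. Duox2 and Duoxa2, the epithelial oxidase that makes hydrogen peroxide and its maturation factor, rose by 2.94 (standard error 0.18, adjusted p = 2.49e-16 from limma) and 3.71 with young microbiota, by 3.05 and 3.87 with old microbiota, and by 3.28 and 4.29 in males with male microbiota. Nos2, which makes nitric oxide, rose by 3.16 with old microbiota and by 3.15 in males. The amino acid transporter gene Slc6a14 rose by 4.33 and Ceacam10 by 3.87 with young microbiota, and Gzmb, a protease of cytotoxic lymphocytes, rose by 3.15 in males. Angptl4, an inhibitor of lipoprotein lipase, fell by 2.49 with young and fell by 2.61 with old microbiota. Log2 fold changes were −3.11 and −2.87 for Aadac and −3.06 and −2.62 for the retinol dehydrogenase gene Rdh7. With young microbiota 687 genes rose and 777 fell, with old microbiota 645 rose and 788 fell, and in males 1229 rose and 1830 fell. Recipients were 16 to 18 weeks old and GF controls 13 to 15 weeks, so a small difference in age goes with colonization. By the paper's methods, recipients also had an oral gavage and were then housed singly in IVC cages, while GF mice were kept in isolators. Colonization was not tested apart from these differences.

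By gene group, 20 of 40 lists passed with young microbiota (18 up, 10 with an estimated correlation), 14 with old microbiota (all up, 9 with an estimated correlation) and 23 in males (21 up, 14 with an estimated correlation). Heavy chain genes rose by a mean of 2.56, kappa chain genes by 2.13 and plasma cell genes by 1.13 with young microbiota (adjusted p = 0.000411, 0.000208 and 0.00873 with an estimated correlation). Antimicrobial genes of the epithelium rose by a mean of 0.88 over 21 members (adjusted p = 3.11e-15 from camera, and adjusted p = 0.000411 with an estimated correlation), with 10 members higher and 3 lower over all genes and 11 and 3 when adjusted over the list alone. MHC class I genes rose by 0.55 with young microbiota, 0.44 with old microbiota and 0.68 in males, with 15, 14 and 19 of 20 members higher over all genes (17, 15 and 19 when adjusted over the list alone). T-cell genes rose by 0.72, 0.59 and 1.02 in the same comparisons. Targets of TNF-α and NF-κB rose by 0.28, 0.32 and 0.43 (adjusted p = 0.0436, 0.0226 and 0.0124 with an estimated correlation). The changes in females with young microbiota and in males with male microbiota, which share no arrays, had a Pearson correlation of 0.782 and a Spearman correlation of 0.543 across genes. Of these, 544 genes rose in both (44.9 expected by chance), 607 fell in both (75.6 expected) and 0 went in opposite directions. In males smooth muscle genes had a mean of −0.43 (adjusted p = 0.281 with an estimated correlation) and adipocyte genes one of −1.42 (adjusted p = 0.302 with an estimated correlation).

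In old conventional mice, fibroblast genes had a mean of −0.17 over 9 members (adjusted p = 0.00163 from camera, and adjusted p = 0.462 with an estimated correlation), with Col1a1 at −0.42 and Col3a1 at −0.35, and a mean of −0.10 without replicate 5 of the old mice. Heat shock genes had a mean of −0.17 over 8 members (adjusted p = 0.0111, and adjusted p = 0.395 with an estimated correlation), and enteroendocrine genes, with Sst at −0.44 and Pyy at −0.33, a mean of −0.19 over 11 members (adjusted p = 0.0120, and adjusted p = 0.474 with an estimated correlation). The heat shock list did not pass without replicate 3 of the old (−0.13) or of the young mice (−0.086), nor the enteroendocrine list without replicate 2 (−0.15) or 5 (−0.095) of the old or replicate 1 of the young mice (−0.13). Slc10a2, the ileal bile acid transporter, stood at −0.69 (−0.29 without replicate 3 of the old mice) and the lipid transport gene Apoa4 at 1.08. Immediate early genes, which respond to handling of the tissue, had a mean of −0.04 (exact permutation test, p = 0.286). The 25 lists that did not pass had adjusted p-values of 0.0534 to 0.938. In recipients 37 lists did not pass (0.0546 to 0.961).

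As a yardstick for the age of the donor, female recipients of male microbiota were set against those of young microbiota. The age of the male donors is not given, so donor age may differ in the yardstick too. At an unadjusted p under 0.05 and a fold change over 1.2, 613 genes differed, 378 higher and 235 lower, and 0 passed the adjustment (lowest adjusted p = 0.575 from limma), while 1553 genes had an unadjusted p under 0.05. The 613 became 988, 1201 and 273 without replicate 2, 3 or 5 of young microbiota. It became 301 with array weights, 362 with only the arrays of the comparison, 222 with the methods' t-test and 1244 with all probe sets. In the main fit this yardstick lies above the 319 genes between recipients of old and young microbiota. In fits of the same form, old against young microbiota gave 742 without replicate 5 of young microbiota and 381 with array weights. Both lie above the yardstick. Of the replicate 5 arrays that stood apart, the yardstick holds only that of young microbiota. Without both of these arrays, an alternative chosen after seeing the data, the yardstick gave 287 genes and old against young microbiota 388. With only the arrays of the comparison, the methods' t-test and all probe sets, the same comparison gave 240, 170 and 951, each below the yardstick. Tnf differed by 0.53 between male and female recipients of young microbiota (exact permutation test, p = 0.0397, adjusted p = 0.101 over 28 comparisons), more than the 0.45 between recipients of old and young microbiota.

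Other splits of the same arrays showed which counts chance can give, with 100 splits per count and the real one included. Few splits reached the 6 genes with age at an adjusted p under 0.05 (highest other split 8). Few also reached the counts for colonization with young microbiota (1464, highest other 1496), with old microbiota (1433, highest other 2127) and in males (3059, highest other 2031). These were reached in 2, 2, 2 and 1 splits, the real one included. Except in males, another split gave a higher count, so for these results chance was unlikely but not excluded. Chance cannot be excluded for the 501 genes with age at the paper's thresholds (highest other 735, with 10 splits as large), the 15 lists with age (highest other 18, with 9 splits as large), the 319 genes with old microbiota (highest other 2695, with 84 splits as large), the 3 lists with old microbiota (highest other 25, with 87 splits as large), the 14 shared genes (highest other 123, with 71 splits as large), the correlation of 0.0317 between the comparisons (highest other 0.30, with 83 splits as large) and the 613 genes between male and young donors (highest other 1189, with 46 splits as large). Nor can it be excluded for the number of genes that differ between the comparisons (2, highest other 798, with 9 splits as large), which is a statement on the count and not on Rps4l and Zfp37 themselves, in which all 5 old conventional mice lay below the other 43 arrays. For the 0 genes with old microbiota at an adjusted p under 0.05 (highest other 2189) the splits decide nothing, since all 100 reach a count of 0. Splits that call several times the real count point to a structure of the samples. In the recipients, 47 splits that put both replicate 5 arrays into 1 group had a median of 1482 genes (924 to 2695). The 52 splits that parted them had a median of 385.5 genes (255 to 714), and 36 of these had at least 319. For the lists with old microbiota, the shared genes, the correlation and the genes that differ between the comparisons, splits were not grouped in this way. How far both arrays in 1 group raised those results was not tested, so the splits do not decide on chance for them.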
